A study of Bifidobacterium bifidum with 20 samples. Its data were reported in "Comparative transcriptomics reveals key differences in the response to milk oligosaccharides of infant gut-associated bifidobacteria" (2015).

How the data were processed

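RNA of Bifidobacterium bifidum SC555 was sequenced from cultures on 8 carbon sources, with 3 sampling times on pooled HMO, which makes 10 groups of 2 libraries per the labels. The authors removed ribosomal RNA with hybridization probes, primed the cDNA at random and sequenced single reads of 50 bp. They mapped the reads in CLC Genomics Workbench (version not stated) to the coding regions of an annotated draft genome of the strain. A few mismatches and reads matching several places were allowed. The authors deposited a table of raw read counts for 1894 genes in 20 libraries. The RPKM values that the authors deposited are means of the 2 libraries of each group, scaled to gene length and library total. All 18940 of these group means were matched by recomputation from the counts, within 0.01 plus 0.01%. Per-library RPKM values used here are that recomputation, with gene lengths taken from the ratio of the deposited tables. Of the 1476 tested genes 1467 had a length that is a multiple of 3, so their lengths are read as coding lengths in bp. The exceptions include RNase P RNA (BBIF_01522, 364 bp), BBIF_01775 and BBIF_01776 (77 bp each) and BBIF_00468 (73 bp). Whether the short ones code for protein was not tested. Coding length below means this length for every gene alike.

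Library totals ran from 2113113 to 16216489 counts (mean 6791583.4), a 7.67-fold range. In lactose replicate A 3 counts amount to 0.405 CPM, and 1851 of the 1894 genes had at least 10 counts there. Genes with a mean under 200 counts over the 20 libraries, the authors' own limit, were left out (418 of 1894), which leaves 1476. The counts of the 6SL columns lay closer together than sampling allows for separate libraries. They entered as 1 sample, their mean, after the data were seen, which departs from the planned 20 libraries with 10 residual degrees of freedom. The fit therefore has 19 libraries and 9 residual degrees of freedom, and the lone 6SL sample is assumed to vary like the other groups.

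Differences were tested with edgeR 4.0.16 in R 4.3.3. One quasi-likelihood fit of 10 groups used trimmed mean of M values (TMM) scaling and the F test, and an adjusted p (Benjamini-Hochberg, within each comparison) of at most 0.05 counted as changed. SE is the absolute log2 fold change divided by the square root of F, and 95% intervals use the t distribution on 9 degrees of freedom. There were 22 comparisons, of which 9 were against lactose, 3 between times, 4 between related sugars and 3 against pooled HMO at mid-phase, and 3 more against pooled HMO were added after the data were seen. Comparisons that share the lactose or the HMOmid libraries also share the chance values of those libraries. Distances are Euclidean on log2 CPM (prior count 2), with average linkage. Lists were tested with camera in limma 3.58.1 (preset correlation 0.01), adjusted over all 44 list tests. Tables were handled in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and drawn with matplotlib 3.10.9.

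Groups, tests, thresholds, gene lists, the rule for naming genes and the alternatives, apart from those said to be added later, were chosen before the data were examined. Of 22 gene lists 20 relied on descriptions, which the tables do not pair with the locus tags, and were not used. The annotation table at hand, of another B. bifidum strain, has 1875 genes and shares 0 locus tags with the counts, so functions come from the study. The 9 genes picked from it include both PTS components, taken from its list of highly transcribed genes, and leave out 4 tags of its text that the other list holds. Named genes are those of the 2 lists by locus tag, up to 4 list members with the largest change per comparison, the 10 genes with the highest mean RPKM, and in each comparison the 2 genes that rose and the 2 that fell most among those past the threshold whose libraries do not overlap between the groups. Runs of neighbouring genes in the last part were picked after their values were seen.

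The tests were tested on simulated data: counts were drawn for the 1476 genes in all 19 libraries with the spread that edgeR had fitted, and 2FL was made equal to lactose. Then 200 genes were changed on 2FL by 2-fold or 4-fold, as many up as down. edgeR recovered 97% and 100% of these with 12 false calls (5.74% of its calls), DESeq2 1.42.0 98% and 100% with 15 (7.04%), and limma on log2(RPKM + 1) 97% and 100% with 15 (7.08%). The simulation does not test the scaling under uneven changes, nor the fitted spread itself. It also does not show how well changes under 2-fold are recovered, and in the data only 13 of the 364 genes called on 2FL reached 2-fold. Alternatives were DESeq2, its size factors in edgeR, total-count scaling, leaving out the most abundant gene, no count filter, edgeR's own filter, a fit of only the libraries compared, the replicate letter as a block, leaving out each library, limma on log2 RPKM with different pseudocounts, and a 2-fold minimum. Added after the data were seen were both 6SL columns as separate libraries or each alone, fits without both LNT or both LNnT libraries, and a lowess trend over coding length (span 0.3) removed from each library. Reads were not used here, nor were positions on the genome.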

Results

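RNA was sequenced from Bifidobacterium bifidum SC555, an infant gut isolate, grown on 8 carbon sources. They were lactose, mucin from pig stomach, oligosaccharides pooled from human milk (HMO), a pair of fucosyllactoses (2'-fucosyllactose, 2FL, and its 3-linked form, 3FL), 6'-sialyllactose (6SL), and the tetrasaccharide isomers LNT (lacto-N-tetraose) and LNnT (lacto-N-neotetraose). Each sugar was given at 2% and mucin at 1%. Cells were taken in mid-exponential phase, at an optical density of 0.5 to 0.6, and on pooled HMO also early (0.25) and late (0.9 to 1.1), with 0.5 to 0.7 for the middle time. This gave 10 groups of 2 libraries, which the study calls biological replicates. The libraries held 2113113 (LNT replicate B) to 16216489 (LNnT replicate A) counts over 1894 genes, with a median of 6793570.5. The 2 columns of 6SL differed by less than the sampling noise (chi-square per degree of freedom 0.21), and they were counted as 1 sample, so that 6SL has n = 1 and every other group n = 2. The LNT columns also agreed closely (2.12, against 14.4 to 85.2 in the other 8 groups). They were kept as 2, but whether they are separate cultures was not settled. Genes are named by locus tag, with functions as the study states them.

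The most abundant transcript was RNase P RNA (BBIF_01522), the catalytic RNA that matures transfer RNAs, with a mean of 95708 ± 50986 RPKM (SD over 19 libraries). The periplasmic component of an ABC sugar transporter (BBIF_00180) followed with 14119 ± 9313 RPKM, and elongation factor Tu (BBIF_01548) reached 13051 ± 1727 RPKM. BBIF_01548 varied least among the 26 genes of the lists and the 10 highest, with a coefficient of variation of 13.2%. RNase P RNA took 5.77% of the counts in lactose replicate A (95% Wilson interval 5.76 to 5.79%), 5.28% in lactose replicate B, 7.17 and 5.19% in the 2FL replicates (7.15 to 7.19% and 5.17 to 5.21%), and 0.632 and 1.04% in the HMOearly replicates (0.626 to 0.637% and 1.03 to 1.05%), intervals that cover counting error only. On pooled HMO it stood at 22958 ± 7930 RPKM early, 35874 ± 6477 in the middle and 47148 ± 2807 late, against 151800 ± 9586 on lactose (SD, n = 2). Of the 17 genes the study lists as highly transcribed, 12 were among the 17 highest here and 8 among the 10 highest, and the lowest ranked 36 of 1894. The other members of the 10 highest were BBIF_00025, with 3260 ± 1848 RPKM on lactose, and BBIF_00446, with 27837 ± 1927 RPKM on lactose and 84.8 ± 11.1 at HMOearly. BBIF_00025 differed widely between replicates, with 118300 RPKM in LNnT replicate A and 1566 RPKM in replicate B.

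**Figure D1:**
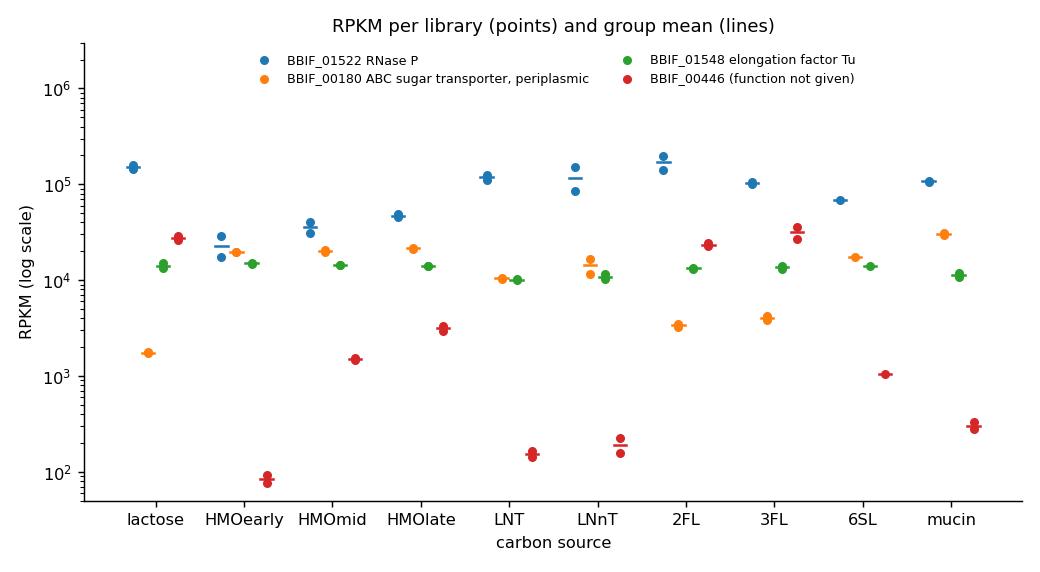
RPKM (log scale) of RNase P RNA, the ABC sugar transporter gene BBIF_00180, elongation factor Tu and BBIF_00446 on each carbon source, with 1 point per library and a line at the group mean (6SL has 1 point). RNase P RNA is lowest at HMOearly, BBIF_00446 is high on lactose, 2FL and 3FL, and elongation factor Tu spans 10121 to 14992 RPKM over the group means.

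Whole transcriptomes fell into 2 branches. Lactose, 2FL, 3FL and 6SL (7 of the 19 libraries) formed one, and pooled HMO at its 3 times, LNT, LNnT and mucin the other, on Euclidean distances of log2 CPM over 1476 genes. Lactose lay nearest to 3FL (distance 11.5), LNT and LNnT nearest to each other (18.5), and HMOmid nearest to HMOlate (16). HMOearly lay nearest to LNnT (27.6, and 35.4 when low-count genes were kept), and farther from HMOmid (30.9) and HMOlate (34.4). The LNnT replicates themselves lay 14.8 apart, and the LNT replicates 3.91. 2FL and 3FL were 8.02 apart, beside 6.35 and 6.05 between their own replicates. 6SL lay 26.3 from 3FL, its nearest group. Mucin lay nearest to HMOearly (29.4), but nearest to LNnT (38.4) when low-count genes were kept. All 18 libraries with a replicate were nearest to that replicate, and 16 when low-count genes were kept, where both 2FL libraries lay nearer to 3FL replicate B.

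**Figure D2:**
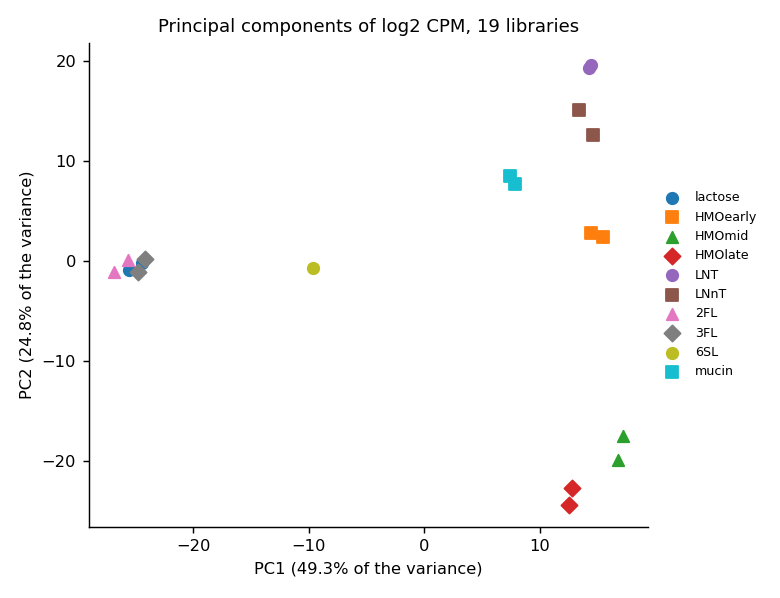
First and second principal components of log2 CPM over 1476 genes, 1 point per library (19 libraries), coloured by carbon source. The first component (49.3% of the variance) parts lactose, 2FL, 3FL and 6SL from the other groups, and the second (24.8%) runs from LNT and LNnT to HMOmid and HMOlate.

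Each growth substrate was set against lactose to find which genes respond to it. Lactose was sampled in mid-exponential phase only, so early and late pooled HMO differ from it in growth phase as well. Directions are changes with the named substrate, values are log2 fold changes ± SE, and n = 2 libraries per group except for 6SL. Values for single genes come from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over 1476 genes. The files pair no functions with the locus tags, so only 2 gene lists could be used. The first holds 9 genes picked from those the study names (7 tested): lacto-N-biosidase, lacto-N-biose phosphorylase, an endo-α-N-acetylgalactosaminidase, a pair of α-fucosidases, both phosphotransferase (PTS) components and a pair of untested low-count genes. The second holds the 17 highly transcribed genes, among them both PTS components and others that the study's text names (BBIF_01522, BBIF_00999, BBIF_00286 and BBIF_01046). The study chose all these genes on these samples, some of them out of a set known from earlier work. Their counts are therefore not independent evidence of direction. BBIF_01217, which the study calls lacto-N-biose phosphorylase, has a length of only 333 bp in these tables, and whether it is the whole gene of that enzyme was not tested.

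**Figure D3:**
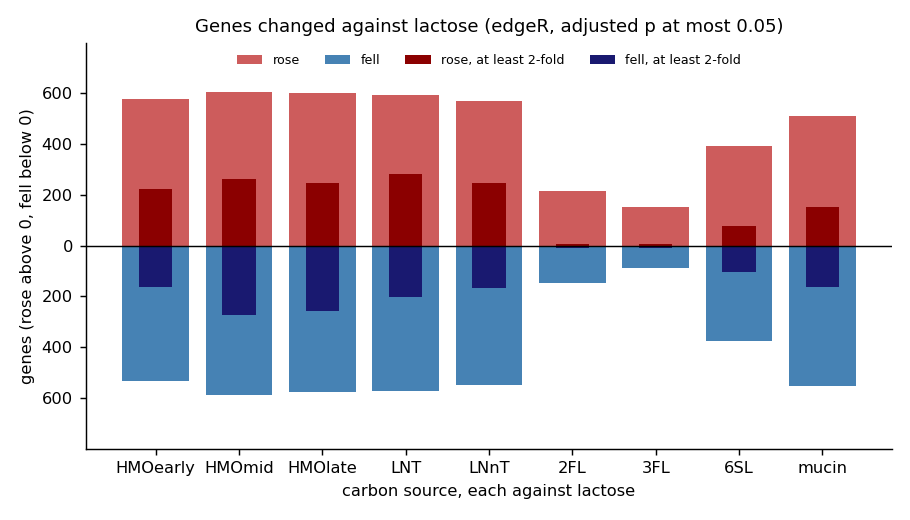
Genes changed in each of 9 comparisons against lactose, with the 3 times on pooled HMO shown separately (bars above 0 rose, bars below 0 fell). The narrow dark bars count changes of at least 2-fold. Pooled HMO, LNT, LNnT and mucin changed 1064 to 1191 genes, 6SL 770, 2FL 364 and 3FL 242. With total-count scaling the split of HMOmid moved from 604 and 587 to 369 and 848.

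**Figure D4:**
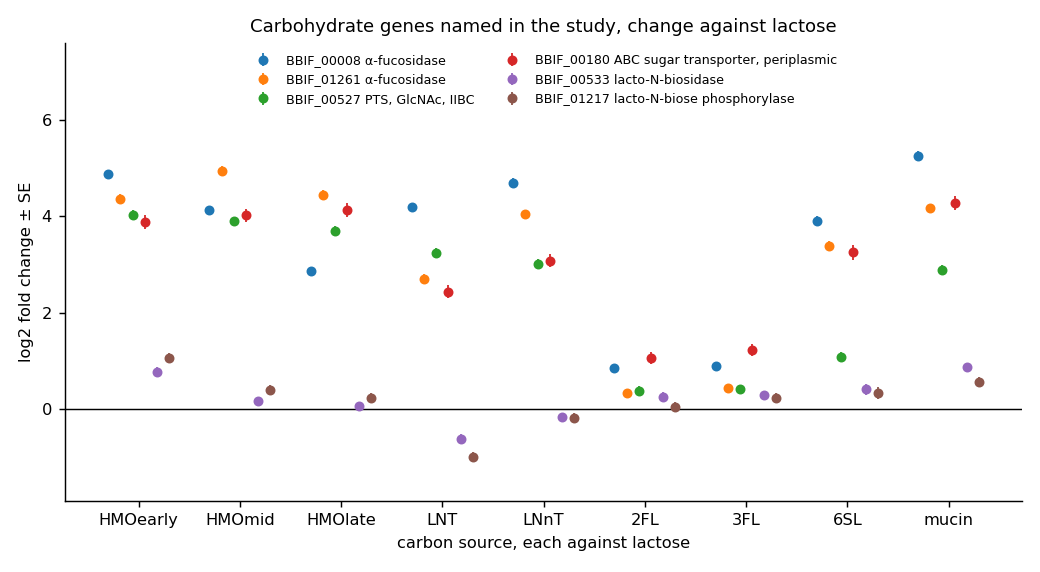
Log2 fold change (points, bars are SE) of 6 carbohydrate genes in 9 comparisons against lactose, with the 3 times on pooled HMO shown separately. Both α-fucosidases, the PTS component and the ABC transporter component stand at or above 2.44 on pooled HMO, LNT, LNnT and mucin, and between 0.33 and 1.23 on 2FL and 3FL. Lacto-N-biosidase and lacto-N-biose phosphorylase stay between -0.99 and 1.06, and with total-count scaling both stand below 0 at HMOmid and HMOlate.

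Early growth on pooled HMO raised both α-fucosidase genes, whose enzymes release fucose from glycans: BBIF_00008 by 4.87 ± 0.093 and BBIF_01261 by 4.36 ± 0.094 (n = 2). The N-acetylglucosamine-specific IIBC component of the PTS (BBIF_00527) rose by 4.03 ± 0.10, the glucose-family IIA component (BBIF_00528) by 3.76 ± 0.090, and the ABC sugar transporter component BBIF_00180 by 3.88 ± 0.14. N-acetyl-β-hexosaminidase (BBIF_00570), which removes terminal N-acetylhexosamines, rose by 3.66 ± 0.10 and formate acetyltransferase (BBIF_01766) by 3.30 ± 0.12. Lacto-N-biosidase (BBIF_00533) and lacto-N-biose phosphorylase (BBIF_01217), which release and split the disaccharide lacto-N-biose, rose by 0.78 ± 0.089 and 1.06 ± 0.10. RNase P RNA (BBIF_01522) had a change of -2.32 ± 0.25, and the largest fall was that of BBIF_00446 (-7.95 ± 0.20), followed by BBIF_00479 (-5.39 ± 0.12). At HMOearly, 1110 of the 1476 tested genes changed, 577 upwards and 533 downwards, and 389 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). Early on pooled HMO, 7 rose and 0 fell of the 7 tested study-named genes, and 13 rose and 2 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For HMOearly total-count scaling made the counts 7 and 0, and 9 and 4. For HMOearly camera gave a Benjamini-Hochberg adjusted p = 0.000115 and 0.00111, and adjusted p = 0.143 and 0.201 with an estimated correlation. With total-count scaling 348 genes rose and 817 fell, and the median gene stood at -0.39, and phosphoenolpyruvate carboxylase (BBIF_01460) turned from 0.23 to -0.18. Its call also ended without lactose replicate A (0.17), HMOearly replicate A (0.20) or B (0.25), and that of BBIF_01022 (-0.26) without lactose replicate B (-0.22) or HMOearly replicate B (-0.23).

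In the middle of growth on pooled HMO, BBIF_01261 rose by 4.95 ± 0.096 and BBIF_00008 by 4.12 ± 0.090 (α-fucosidases, n = 2). Both PTS components stood about as high as the ABC transporter component: BBIF_00528 at 4.01 ± 0.091, BBIF_00527 at 3.89 ± 0.10 and BBIF_00180 at 4.02 ± 0.14. Among enzymes of sugar metabolism, phosphoketolase (BBIF_00286) rose by 2.24 ± 0.24, transketolase (BBIF_00150) by 1.74 ± 0.14 and transaldolase (BBIF_00151) by 1.70 ± 0.11, while glyceraldehyde-3-phosphate dehydrogenase (BBIF_01046) rose by 0.52 ± 0.11 and lost its call with total-count scaling (0.03). Peroxiredoxin (BBIF_01456) rose by 1.60 ± 0.11 and phosphoenolpyruvate carboxylase (BBIF_01460) by 1.57 ± 0.086. Endo-α-N-acetylgalactosaminidase (BBIF_00503), which acts on mucin-type glycans, rose by 2.18 ± 0.13. The largest falls were those of BBIF_00439 (-5.39 ± 0.19) and BBIF_00449 (-5.02 ± 0.19). At HMOmid, 1191 of the 1476 tested genes changed, 604 upwards and 587 downwards, and 536 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). In mid-phase, 6 rose and 0 fell of the 7 tested study-named genes, and 16 rose and 1 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For HMOmid total-count scaling made the counts 5 and 1, and 14 and 1. For HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.000987 and 4.4e-05, and adjusted p = 0.143 and 0.143 with an estimated correlation. With total-count scaling 369 genes rose and 848 fell, and the median gene stood at -0.48, lacto-N-biosidase (BBIF_00533) turned from 0.17 ± 0.089 (adjusted p = 0.0852, edgeR) to -0.32, and lacto-N-biose phosphorylase (BBIF_01217) from 0.40 ± 0.10 to -0.09. BBIF_00533 passed the test without lactose replicate A (0.30) or HMOmid replicate B (0.26).

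Late on pooled HMO, the α-fucosidase gene BBIF_01261 rose by 4.45 ± 0.094 and BBIF_00008 by 2.87 ± 0.086 (n = 2). The sugar transport genes BBIF_00180, BBIF_00528 and BBIF_00527 rose by 4.13 ± 0.14, 3.91 ± 0.091 and 3.69 ± 0.099. Phosphoketolase (BBIF_00286) rose by 2.43 ± 0.24, phosphoenolpyruvate carboxylase (BBIF_01460) by 2.11 ± 0.088 and transaldolase (BBIF_00151) by 1.94 ± 0.11. BBIF_00446 had a change of -2.64 ± 0.16, and BBIF_00439 (-5.75 ± 0.19) and BBIF_00450 (-5.01 ± 0.29) fell most. At HMOlate, 1179 of the 1476 tested genes changed, 601 upwards and 578 downwards, and 504 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). Late in growth, 5 rose and 0 fell of the 7 tested study-named genes, and 16 rose and 1 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For HMOlate total-count scaling made the counts 5 and 2, and 12 and 1. For HMOlate camera gave a Benjamini-Hochberg adjusted p = 0.00165 and 4.4e-05, and adjusted p = 0.143 and 0.143 with an estimated correlation. With total-count scaling 328 genes rose and 849 fell, and the median gene stood at -0.47, lacto-N-biosidase (BBIF_00533) turned from 0.06 ± 0.089 (adjusted p = 0.531, edgeR) to -0.46, and lacto-N-biose phosphorylase (BBIF_01217) from 0.22 ± 0.10 (adjusted p = 0.0606) to -0.29. BBIF_01217 passed the test without lactose replicate A (0.39).

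LNT, a neutral tetrasaccharide that is abundant in human milk, raised the α-fucosidase gene BBIF_00008 by 4.19 ± 0.090 and BBIF_01261 by 2.71 ± 0.087 (n = 2). The PTS components BBIF_00527 and BBIF_00528 rose by 3.25 ± 0.097 and 2.89 ± 0.087, and BBIF_00180 by 2.44 ± 0.13. The other 3 tested genes of the first list fell: lacto-N-biosidase (BBIF_00533, -0.61 ± 0.089), lacto-N-biose phosphorylase (BBIF_01217, -0.99 ± 0.11) and endo-α-N-acetylgalactosaminidase (BBIF_00503, -0.86 ± 0.12). Phosphoenolpyruvate carboxylase (BBIF_01460, -2.09 ± 0.088), the dipeptide transporter component BBIF_01022 (-1.57 ± 0.099) and transaldolase (BBIF_00151, -0.63 ± 0.11) fell, while the histone-like protein gene BBIF_00999 rose by 2.46 ± 0.30. The largest rise was in BBIF_01775 (4.56 ± 0.62), a gene of 77 bp, and the largest falls were in BBIF_00446 (-7.63 ± 0.20) and BBIF_00479 (-5.84 ± 0.12). With LNT, 1163 of the 1476 tested genes changed, 592 upwards and 571 downwards, and 484 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). On LNT, 4 rose and 3 fell of the 7 tested study-named genes, and 8 rose and 6 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For LNT total-count scaling made the counts 4 and 3, and 8 and 5. For LNT camera gave a Benjamini-Hochberg adjusted p = 0.169 and 0.297, and adjusted p = 0.441 and 0.65 with an estimated correlation. Genes of up to 200 bp rose with LNT (18 of 24, 2 fell, median 1.73), and the call of BBIF_00846, of 219 bp, ended when a trend over coding length was removed (1.50 to 0.45). With total-count scaling the median gene stood at 0.13. With only 1 of the closely agreeing LNT libraries, 1062 or 1095 genes changed.

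LNnT, an isomer of LNT, raised BBIF_00008 by 4.70 ± 0.092 and BBIF_01261 by 4.05 ± 0.092 (α-fucosidases, n = 2). Formate acetyltransferase (BBIF_01766) rose by 3.29 ± 0.12, N-acetyl-β-hexosaminidase (BBIF_00570) by 3.23 ± 0.099, BBIF_00180 by 3.08 ± 0.14, and the PTS components BBIF_00527 and BBIF_00528 by 3.02 ± 0.097 and 3.01 ± 0.087. Lacto-N-biosidase (BBIF_00533) stood at -0.17 ± 0.089 and lacto-N-biose phosphorylase (BBIF_01217) at -0.19 ± 0.11, neither past the test (adjusted p = 0.0951 and 0.119, edgeR). Phosphoenolpyruvate carboxylase (BBIF_01460, -1.57 ± 0.086) and BBIF_01022 (-1.48 ± 0.098) fell. The largest rises were in BBIF_01776 (5.43 ± 0.73) and BBIF_01775 (4.84 ± 0.62), both of 77 bp, and the largest falls in BBIF_00446 (-7.17 ± 0.19) and BBIF_00479 (-5.06 ± 0.12). The LNnT replicates themselves differed by a median of 1.99 over the 6 tested genes of 70 to 95 bp. With LNnT, 1118 of the 1476 tested genes changed, 571 upwards and 547 downwards, and 414 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). On LNnT, 5 rose and 0 fell of the 7 tested study-named genes, and 10 rose and 4 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For LNnT total-count scaling made the counts 5 and 2, and 9 and 4. For LNnT camera gave a Benjamini-Hochberg adjusted p = 0.00681 and 0.0439, and adjusted p = 0.162 and 0.44 with an estimated correlation. BBIF_00025 (4.24 ± 1.22, adjusted p = 0.00518, edgeR) rested on 1 library and stood at -1.03 without LNnT replicate A and at 3.76, past no threshold, without lactose replicate B. BBIF_00533 and BBIF_01217 passed the test with total-count scaling (-0.22 and -0.24) and without lactose replicate B (-0.28 and -0.33), and BBIF_01217 also without LNnT replicate B (-0.31).

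On 2FL, lactose carrying a fucose on its galactose, the named genes moved little. The ABC transporter components BBIF_00180 and BBIF_01401 rose by 1.06 ± 0.13 and 0.90 ± 0.11, the α-fucosidase gene BBIF_00008 by 0.85 ± 0.081, N-acetyl-β-hexosaminidase (BBIF_00570) by 0.79 ± 0.091 and formate acetyltransferase (BBIF_01766) by 0.61 ± 0.11 (n = 2). The second α-fucosidase gene, BBIF_01261, rose by 0.33 ± 0.082. BBIF_01178 (1.38 ± 0.14) and BBIF_01179 (1.16 ± 0.088) rose most, and BBIF_01601 (-1.41 ± 0.15) and BBIF_00759 (-1.38 ± 0.15) fell most. With 2FL, 364 of the 1476 tested genes changed, 216 upwards and 148 downwards, and 13 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). The 95% interval of the change lay within 2-fold for 1412 genes. On 2FL, 5 rose and 0 fell of the 7 tested study-named genes, and 6 rose and 1 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, or 5 and 0, and 7 and 1, when adjusted over the list alone. For 2FL total-count scaling made the counts 4 and 0, and 6 and 1. For 2FL camera gave a Benjamini-Hochberg adjusted p = 0.00165 and 0.0035, and adjusted p = 0.143 and 0.256 with an estimated correlation. With total-count scaling 108 genes rose and 244 fell, and the median gene stood at -0.06, and 129 genes changed without lactose replicate A and 125 without 2FL replicate B. Single-gene calls ended for BBIF_00533 (0.26) without lactose replicate B (0.15), 2FL replicate A (0.29) or B (0.23) and with total-count scaling (0.15), for BBIF_01261 without lactose replicate B (0.26) or 2FL replicate B (0.32), and for BBIF_00527 (0.38) without 2FL replicate A (0.33).

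On 3FL, lactose carrying the fucose on its glucose, BBIF_00180 rose by 1.23 ± 0.13 and BBIF_01401 by 0.97 ± 0.11 (ABC sugar transporter components, n = 2). N-acetyl-β-hexosaminidase (BBIF_00570) rose by 0.99 ± 0.091, and the α-fucosidase genes BBIF_00008 and BBIF_01261 by 0.90 ± 0.081 and 0.43 ± 0.082. BBIF_01179 (1.28 ± 0.088) and BBIF_01178 (1.25 ± 0.14) rose most, and BBIF_01071 (-1.45 ± 0.17) and BBIF_01601 (-1.34 ± 0.15) fell most. With 3FL, 242 of the 1476 tested genes changed, 153 upwards and 89 downwards, and 14 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). The 95% interval lay within 2-fold for 1422 genes. On 3FL, 5 rose and 0 fell of the 7 tested study-named genes, and 6 rose and 1 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, or 6 and 0, and 6 and 1, when adjusted over the list alone. For 3FL total-count scaling made the counts 4 and 0, and 6 and 1. For 3FL camera gave a Benjamini-Hochberg adjusted p = 0.000115 and 0.143, and adjusted p = 0.143 and 0.531 with an estimated correlation. The second list had a median of -0.04 and a mean of 0.19, and camera's direction was up, without a call. Without lactose replicate A 93 genes changed, without 3FL replicate A 144 and without 3FL replicate B 88. Calls ended for BBIF_00533 (0.29) without lactose replicate B (0.18), 3FL replicate A (0.30) or B (0.29) and with total-count scaling (0.27), for BBIF_00527 (0.41) without 3FL replicate B (0.33), and BBIF_01217 (0.24) passed without lactose replicate A (0.40).

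6SL, lactose carrying a sialic acid, raised the α-fucosidase genes BBIF_00008 by 3.91 ± 0.096 and BBIF_01261 by 3.38 ± 0.098 (n = 1 against 2). BBIF_00180 rose by 3.25 ± 0.15, N-acetyl-β-hexosaminidase (BBIF_00570) by 2.38 ± 0.11 and BBIF_01401 by 2.07 ± 0.13. The PTS components BBIF_00528 and BBIF_00527 rose by 1.55 ± 0.096 and 1.09 ± 0.11, and peroxiredoxin (BBIF_01456) had a change of -1.30 ± 0.14. BBIF_00446 (-4.78 ± 0.23) and BBIF_00449 (-4.16 ± 0.24) fell most. With 6SL, 770 of the 1476 tested genes changed, 393 upwards and 377 downwards, and 179 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). On 6SL, 6 rose and 0 fell of the 7 tested study-named genes, and 6 rose and 4 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For 6SL total-count scaling made the counts 6 and 0, and 6 and 3. For 6SL camera gave a Benjamini-Hochberg adjusted p = 0.000273 and 0.0585, and adjusted p = 0.143 and 0.449 with an estimated correlation. The lone 6SL sample was assumed to vary like the other groups, so its errors are not measured on 6SL itself. The call ended for BBIF_01217 (0.34) without lactose replicate B (0.20).

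Mucin, the glycoprotein of mucus, raised BBIF_00008 by 5.26 ± 0.095 and BBIF_01261 by 4.17 ± 0.093 (α-fucosidases, n = 2). BBIF_00180 rose by 4.27 ± 0.15, BBIF_00528 by 3.35 ± 0.088, BBIF_00570 by 3.34 ± 0.099 and BBIF_00527 by 2.89 ± 0.096. Endo-α-N-acetylgalactosaminidase (BBIF_00503) rose by 1.68 ± 0.13, lacto-N-biosidase (BBIF_00533) by 0.87 ± 0.089 and lacto-N-biose phosphorylase (BBIF_01217) by 0.56 ± 0.10. Dipeptide transporter component BBIF_01022 (-1.44 ± 0.098), BBIF_01460 (-1.01 ± 0.085) and transaldolase (BBIF_00151, -0.59 ± 0.11) fell. BBIF_00410 rose by 5.10 ± 0.20, the second largest rise, and BBIF_00446 (-6.35 ± 0.18) and BBIF_00709 (-5.04 ± 0.12) fell most. With mucin, 1064 of the 1476 tested genes changed, 512 upwards and 552 downwards, and 315 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). On mucin, 7 rose and 0 fell of the 7 tested study-named genes, and 7 rose and 6 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For mucin total-count scaling made the counts 7 and 0, and 7 and 7. For mucin camera gave a Benjamini-Hochberg adjusted p = 5.81e-05 and 0.169, and adjusted p = 0.143 and 0.546 with an estimated correlation. With total-count scaling 399 genes rose and 665 fell, and the median gene stood at -0.18.

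Sampling pooled HMO at 3 times asked how the response evolves during growth. From early to mid-phase, peroxiredoxin (BBIF_01456) rose by 1.69 ± 0.11, phosphoenolpyruvate carboxylase (BBIF_01460) by 1.34 ± 0.086, the dipeptide transporter component BBIF_01022 by 1.00 ± 0.097 and endo-α-N-acetylgalactosaminidase (BBIF_00503) by 0.71 ± 0.12 (n = 2). Lacto-N-biosidase (BBIF_00533, -0.60 ± 0.089), lacto-N-biose phosphorylase (BBIF_01217, -0.66 ± 0.10) and α-fucosidase BBIF_00008 (-0.75 ± 0.079) fell, while the other α-fucosidase, BBIF_01261, rose by 0.59 ± 0.082. BBIF_00446 (4.24 ± 0.17) and BBIF_00711 (2.33 ± 0.094) rose most, and BBIF_00550 (-3.40 ± 0.29) and BBIF_01237 (-2.87 ± 0.13) fell most. Between these times, 1034 of the 1476 tested genes changed, 498 upwards and 536 downwards, and 284 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). From early to mid-phase, 3 rose and 3 fell of the 7 tested study-named genes, and 9 rose and 0 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For HMOmid vs HMOearly total-count scaling made the counts 2 and 4, and 8 and 2. For HMOmid vs HMOearly camera gave a Benjamini-Hochberg adjusted p = 0.802 and 0.0206, and adjusted p = 0.865 and 0.384 with an estimated correlation. With total-count scaling the median gene stood at -0.10 and the call of BBIF_00528 ended (0.26 to 0.17). That call also ended without HMOearly replicate B (0.23) or HMOmid replicate B (0.20).

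From early to late, the α-fucosidase gene BBIF_00008 changed by -2.00 ± 0.082, while BBIF_01261 stood at 0.09 ± 0.081 (adjusted p = 0.341, edgeR, n = 2). N-acetyl-β-hexosaminidase (BBIF_00570, -0.64 ± 0.091), lacto-N-biosidase (BBIF_00533, -0.72 ± 0.089) and lacto-N-biose phosphorylase (BBIF_01217, -0.84 ± 0.10) fell. Phosphoenolpyruvate carboxylase (BBIF_01460), peroxiredoxin (BBIF_01456) and BBIF_01022 rose by 1.88 ± 0.087, 1.21 ± 0.11 and 0.91 ± 0.097. BBIF_00446 (5.31 ± 0.18) and BBIF_00447 (2.75 ± 0.081) rose most, and BBIF_01825 (-3.31 ± 0.17) and BBIF_01826 (-3.30 ± 0.16) fell most. From early to late growth, 1081 of the 1476 tested genes changed, 524 upwards and 557 downwards, and 354 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). From the first to the last time, 1 rose and 4 fell of the 7 tested study-named genes, and 6 rose and 3 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For HMOlate vs HMOearly camera gave a Benjamini-Hochberg adjusted p = 0.296 and 0.0971, and adjusted p = 0.531 and 0.493 with an estimated correlation. With total-count scaling the median gene stood at -0.12.

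From mid-phase to late, fewer named genes changed. The α-fucosidases BBIF_00008 (-1.25 ± 0.080) and BBIF_01261 (-0.50 ± 0.081), N-acetyl-β-hexosaminidase (BBIF_00570, -0.46 ± 0.091) and formate acetyltransferase (BBIF_01766, -0.48 ± 0.11) fell (n = 2). Phosphoenolpyruvate carboxylase (BBIF_01460) rose by 0.54 ± 0.084 and BBIF_00446 by 1.07 ± 0.15. BBIF_00985 (1.35 ± 0.084) and BBIF_00412 (1.33 ± 0.24) rose most, and BBIF_00409 (-3.50 ± 0.15) and BBIF_00408 (-2.63 ± 0.16) fell most. Over this step, 482 of the 1476 tested genes changed, 259 upwards and 223 downwards, and 30 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). From mid-phase on, 0 rose and 2 fell of the 7 tested study-named genes, and 1 rose and 4 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For HMOlate vs HMOmid total-count scaling made the counts 0 and 3, and 1 and 5. For HMOlate vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.0169 and 0.401, and adjusted p = 0.194 and 0.71 with an estimated correlation. Without HMOlate replicate B 304 genes changed.

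LNT and LNnT are isomers that differ in how the terminal galactose is linked, and they were compared directly at the same dose and growth phase. BBIF_00503, an endo-α-N-acetylgalactosaminidase, was lower with LNT (-1.48 ± 0.13, 95% interval -1.77 to -1.20), as was the α-fucosidase BBIF_01261 (-1.34 ± 0.083, -1.53 to -1.15, n = 2). Peroxiredoxin (BBIF_01456, -1.04 ± 0.11), formate acetyltransferase (BBIF_01766, -0.92 ± 0.11), lacto-N-biose phosphorylase (BBIF_01217, -0.80 ± 0.11) and the α-fucosidase BBIF_00008 (-0.51 ± 0.079) were lower with LNT as well. The PTS components BBIF_00527 and BBIF_00528 were not called, with intervals of 0.03 to 0.43 and -0.29 to 0.07. BBIF_00550 (1.85 ± 0.29) and BBIF_01821 (1.74 ± 0.17) were higher with LNT, and BBIF_00067 (-1.66 ± 0.11) and BBIF_01072 (-1.62 ± 0.19) lower. Between the isomers, 607 of the 1476 tested genes changed, 292 upwards and 315 downwards, and 48 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). The interval lay within 2-fold for 1306 genes. With LNT against LNnT, 0 rose and 5 fell of the 7 tested study-named genes, and 0 rose and 8 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, or 1 and 5, and 1 and 8, when adjusted over the list alone. For LNT vs LNnT total-count scaling made the counts 1 and 5, and 1 and 7. For LNT vs LNnT camera gave a Benjamini-Hochberg adjusted p = 0.00178 and 0.00464, and adjusted p = 0.143 and 0.269 with an estimated correlation. With total-count scaling 590 genes rose and 162 fell, and the median gene stood at 0.20, 393 genes changed without LNT replicate A, and 342 when only the 4 libraries compared were fitted. Without LNnT replicate B the PTS component BBIF_00527 passed the test (0.23 to 0.33), as it did with total-count scaling (0.42).

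2FL and 3FL differ in the sugar that carries the fucose, and no named gene from the lists was called between them (n = 2). The α-fucosidase genes BBIF_00008 and BBIF_01261 differed by -0.05 ± 0.080 and -0.10 ± 0.082 (95% intervals -0.23 to 0.13 and -0.29 to 0.09). BBIF_00180 differed by -0.17 ± 0.13 (-0.45 to 0.12) and BBIF_00527 by -0.03 ± 0.089 (-0.23 to 0.17). RNase P RNA (BBIF_01522) had an interval of 0.26 to 1.35 and an adjusted p = 0.266 (edgeR). BBIF_00132 alone changed, lower with 2FL (-0.62 ± 0.099, adjusted p = 0.0253, edgeR quasi-likelihood F test, Benjamini-Hochberg). At an unadjusted p under 0.05 there were 171 genes, DESeq2 called 10, limma on log2 RPKM 1 and edgeR on the 4 libraries alone 27. The interval lay within 2-fold for 1454 of the 1476 genes. With 2FL against 3FL, 0 rose and 0 fell of the 7 tested study-named genes, and 0 rose and 0 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For 2FL vs 3FL camera gave a Benjamini-Hochberg adjusted p = 0.23 and 0.0447, and adjusted p = 0.493 and 0.44 with an estimated correlation. The call of BBIF_00132 ended, and no gene was called, without 2FL replicate A (-0.71), 2FL replicate B (-0.53) or 3FL replicate A (-0.50).

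6SL carries sialic acid where 2FL and 3FL carry fucose on the same lactose core. Against 2FL, 6SL was higher for BBIF_00008 by 3.06 ± 0.094, BBIF_01261 by 3.05 ± 0.097, BBIF_00180 by 2.19 ± 0.15 and BBIF_00570 by 1.59 ± 0.11 (n = 1 against 2). BBIF_00446 (-4.65 ± 0.23) and BBIF_00449 (-3.99 ± 0.24) were lower. Against 3FL the differences were 3.01 ± 0.094, 2.95 ± 0.097, 2.03 ± 0.15 and 1.39 ± 0.11 for the same genes, and -4.98 ± 0.24 and -3.97 ± 0.24 for BBIF_00446 and BBIF_00449. Against 2FL, 715 of the 1476 tested genes changed, 327 upwards and 388 downwards, and 137 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). Against 3FL, 725 of the 1476 tested genes changed, 343 upwards and 382 downwards, and 141 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). With 6SL against 2FL, 4 rose and 0 fell of the 7 tested study-named genes, and 6 rose and 4 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For 6SL vs 2FL total-count scaling made the counts 6 and 0, and 6 and 3. For 6SL vs 2FL camera gave a Benjamini-Hochberg adjusted p = 0.000987 and 0.23, and adjusted p = 0.143 and 0.597 with an estimated correlation. With 6SL against 3FL, 4 rose and 0 fell of the 7 tested study-named genes, and 7 rose and 3 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For 6SL vs 3FL total-count scaling made the counts 4 and 0, and 9 and 2. For 6SL vs 3FL camera gave a Benjamini-Hochberg adjusted p = 0.00151 and 0.0405, and adjusted p = 0.143 and 0.44 with an estimated correlation. With total-count scaling 509 genes rose and 263 fell, and the median gene stood at 0.15 against 2FL.

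Single substrates were also set against pooled HMO at mid-phase, which leaves out the lactose libraries. With LNT, phosphoenolpyruvate carboxylase (BBIF_01460, -3.66 ± 0.094), endo-α-N-acetylgalactosaminidase (BBIF_00503, -3.03 ± 0.13), transaldolase (BBIF_00151, -2.33 ± 0.11) and the α-fucosidase BBIF_01261 (-2.24 ± 0.085) were lower than on pooled HMO (n = 2). BBIF_00008 stood at 0.06 ± 0.079 (adjusted p = 0.469, edgeR). BBIF_01244 (4.56 ± 0.61) and BBIF_00468 (4.22 ± 0.55), of 75 and 73 bp, were highest above pooled HMO, and BBIF_00446 (-3.92 ± 0.17) and BBIF_00067 (-3.78 ± 0.12) farthest below. For LNT against pooled HMO, 1155 of the 1476 tested genes changed, 596 upwards and 559 downwards, and 479 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). With LNT against pooled HMO, 0 rose and 6 fell of the 7 tested study-named genes, and 2 rose and 14 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For LNT vs HMOmid total-count scaling made the counts 1 and 4, and 2 and 13. For LNT vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.00411 and 0.000168, and adjusted p = 0.148 and 0.162 with an estimated correlation. With total-count scaling 990 genes rose and 262 fell, and the median gene stood at 0.68, and the calls of BBIF_00527 (-0.65) and BBIF_00533 (-0.78) ended at -0.02 and -0.15, while BBIF_00008 passed the test at 0.69, and at 0.77 with a trend over coding length removed.

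With LNnT, phosphoenolpyruvate carboxylase (BBIF_01460, -3.14 ± 0.091), BBIF_01022 (-2.22 ± 0.10), transaldolase (BBIF_00151, -1.76 ± 0.11) and endo-α-N-acetylgalactosaminidase (BBIF_00503, -1.55 ± 0.13) were lower than on pooled HMO, and the α-fucosidase BBIF_00008 higher (0.58 ± 0.079, n = 2). BBIF_01776 (4.96 ± 0.73) and BBIF_01775 (3.77 ± 0.60), both of 77 bp, were highest above and BBIF_00446 (-3.46 ± 0.17) farthest below. Over the 6 tested genes of 70 to 95 bp the LNnT replicates differed by a median of 1.99. For LNnT against pooled HMO, 1103 of the 1476 tested genes changed, 569 upwards and 534 downwards, and 356 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). With LNnT against pooled HMO, 1 rose and 6 fell of the 7 tested study-named genes, and 2 rose and 13 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For LNnT vs HMOmid total-count scaling made the counts 1 and 4, and 4 and 12. For LNnT vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.0314 and 0.000554, and adjusted p = 0.237 and 0.189 with an estimated correlation. With total-count scaling 886 genes rose and 283 fell, and the median gene stood at 0.48, the call of BBIF_01217 (-0.59) ended at -0.15, and lacto-N-biosidase (BBIF_00533) turned from -0.34 to 0.10.

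With mucin, BBIF_00008 was higher than on pooled HMO by 1.14 ± 0.080 and lacto-N-biosidase (BBIF_00533) by 0.70 ± 0.089, while BBIF_01261 was lower (-0.78 ± 0.082, n = 2). Phosphoenolpyruvate carboxylase (BBIF_01460, -2.57 ± 0.089), transaldolase (BBIF_00151, -2.30 ± 0.11) and transketolase (BBIF_00150, -2.21 ± 0.14) were lower. BBIF_00410 (4.65 ± 0.20) and BBIF_00439 (4.33 ± 0.18) were highest above, and BBIF_00547 (-3.78 ± 0.13) and BBIF_00546 (-3.24 ± 0.098) farthest below. For mucin against pooled HMO, 1121 of the 1476 tested genes changed, 554 upwards and 567 downwards, and 414 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). With mucin against pooled HMO, 2 rose and 4 fell of the 7 tested study-named genes, and 1 rose and 14 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For mucin vs HMOmid total-count scaling made the counts 3 and 3, and 3 and 13. For mucin vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.592 and 0.000532, and adjusted p = 0.723 and 0.189 with an estimated correlation. Mucin was given at a lower dose than HMO. With total-count scaling 774 genes rose and 369 fell, and the median gene stood at 0.31, BBIF_00503 lost its call (-0.50 to -0.17). With a trend over coding length removed, BBIF_00503 turned to 0.13 and BBIF_01261 lost its call (-0.14).

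The last 3 comparisons, of 2FL, 3FL and 6SL against pooled HMO, were added after the data were seen. The α-fucosidase BBIF_01261 was lower than on pooled HMO, at -4.62 ± 0.095 with 2FL, -4.52 ± 0.094 with 3FL and -1.57 ± 0.11 with 6SL (n = 2, and 1 for 6SL). BBIF_00008 was lower, at -3.27 ± 0.086 with 2FL and -3.23 ± 0.086 with 3FL, and stood at -0.21 ± 0.097 with 6SL (adjusted p = 0.061, edgeR). BBIF_00527 was lower with all 3, at -3.51 ± 0.099, -3.48 ± 0.098 and -2.81 ± 0.13. BBIF_00439 was higher by 5.78 ± 0.19, 5.65 ± 0.19 and 5.12 ± 0.20. For 2FL against pooled HMO, 1205 of the 1476 tested genes changed, 611 upwards and 594 downwards, and 574 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). For 3FL against pooled HMO, 1194 of the 1476 tested genes changed, 605 upwards and 589 downwards, and 560 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). For 6SL against pooled HMO, 1066 of the 1476 tested genes changed, 534 upwards and 532 downwards, and 446 of them by at least 2-fold (edgeR quasi-likelihood F test, Benjamini-Hochberg). With 2FL against pooled HMO, 0 rose and 6 fell of the 7 tested study-named genes, and 1 rose and 16 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For 2FL vs HMOmid total-count scaling made the counts 1 and 5, and 1 and 13. For 2FL vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.00235 and 0.000102, and adjusted p = 0.143 and 0.148 with an estimated correlation. With 3FL against pooled HMO, 0 rose and 5 fell of the 7 tested study-named genes, and 1 rose and 16 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, with the same counts when adjusted over the list alone. For 3FL vs HMOmid total-count scaling made the counts 2 and 5, and 1 and 13. For 3FL vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.0031 and 4.4e-05, and adjusted p = 0.145 and 0.143 with an estimated correlation. With 6SL against pooled HMO, 0 rose and 4 fell of the 7 tested study-named genes, and 0 rose and 14 fell of the 17 highly transcribed genes, all of them genes the study chose on these samples, or 0 and 4, and 0 and 15, when adjusted over the list alone. For 6SL vs HMOmid total-count scaling made the counts 3 and 4, and 1 and 11. For 6SL vs HMOmid camera gave a Benjamini-Hochberg adjusted p = 0.0165 and 4.4e-05, and adjusted p = 0.194 and 0.143 with an estimated correlation. With total-count scaling the rises and falls were 784 and 422 for 2FL, 839 and 373 for 3FL and 878 and 277 for 6SL, with the median gene at 0.38, 0.47 and 0.54, and BBIF_01217 turned from -0.35, -0.16 and -0.06 to 0.03, 0.31 and 0.48. BBIF_00008 with 6SL turned to 0.33, and to 0.24 with the length trend removed.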

Values the study reported

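The study reported 230 genes of B. bifidum differentially expressed on 2FL and 138 on 3FL, each against lactose, and over 1000 on the other substrates. It gave RNase P RNA a mean of 94333 RPKM with an SD of 49231 over its datasets. For the periplasmic component of the ABC sugar transporter BBIF_00180 it gave 14278 RPKM (SD 9299), and for elongation factor Tu 13101 RPKM (SD 1683).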

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

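Late against early growth was a planned test, and of the tests in this part only the further requirement of a 2-fold difference, or of opposite called directions, was chosen after the results were seen. Of 24 tested genes of the lists or the 10 highest by RPKM, 6 met it for pooled HMO against lactose at the last and the first time (edgeR quasi-likelihood F test, Benjamini-Hochberg, n = 2). Lactose was sampled only at an optical density of 0.5 to 0.6, so each difference is that of late against early pooled HMO, and the early and late values mix substrate with growth phase. The α-fucosidase gene BBIF_00008 went from 4.87 early to 2.87 late, a difference of -2.00 ± 0.082 (adjusted p = 3.28e-11). BBIF_00446, of unstated function, went from -7.95 to -2.64, a difference of 5.31 ± 0.18 (adjusted p = 8.62e-12). RNase P RNA (BBIF_01522) went from -2.32 to -1.17, a difference of 1.15 ± 0.24 (adjusted p = 0.000524). Peroxiredoxin (BBIF_01456) went from -0.08, not called, to 1.13, a difference of 1.21 ± 0.11 (adjusted p = 8.33e-08), but with total-count scaling its early value was a called fall (-0.49, adjusted p = 0.00078, edgeR). Phosphoenolpyruvate carboxylase (BBIF_01460) went from 0.23 to 2.11, a difference of 1.88 ± 0.087 (adjusted p = 1.03e-10), but with total-count scaling its early value was a called fall too (-0.18). Its early call also ended without lactose replicate A, HMOearly replicate A or HMOearly replicate B. The dipeptide transporter component BBIF_01022 was called in opposite directions, -0.26 early and 0.65 late, a difference of 0.91 ± 0.097 (adjusted p = 6.9e-07). Its early call ended without lactose replicate B (-0.22) or HMOearly replicate B (-0.23), and its late call with total-count scaling (0.13). No explanation was tested for these differences.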

How the results depend on the processing

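Of the tests in this part, those with the 6SL columns counted otherwise, without both LNT or both LNnT libraries, and with the length trend removed were chosen only after the results were seen. Over all settings but the 2-fold minimum, 374 of 390 counts of changed genes stayed within 1.5 times the main count. Of 10220 values of named genes 9738 kept their side of the threshold, and their direction where they were called. A change of sign without a call in either fit counts among these. A further 254 lost the call in the same direction, 180 gained it and 48, called in at least 1 fit, changed sign or fell to 0. The cause was not tested for the changes below, except where fewer libraries, a fold minimum or the scaling are the change itself. Depth was not varied, and 418 of 1894 genes were left out for low counts.

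With a 2-fold minimum the counts were 389 (HMOearly vs lactose), 536 (HMOmid vs lactose), 504 (HMOlate vs lactose), 484 (LNT vs lactose), 414 (LNnT vs lactose), 13 (2FL vs lactose), 14 (3FL vs lactose), 179 (6SL vs lactose), 315 (mucin vs lactose), 284 (HMOmid vs HMOearly), 354 (HMOlate vs HMOearly), 30 (HMOlate vs HMOmid), 48 (LNT vs LNnT), 0 (2FL vs 3FL), 137 (6SL vs 2FL), 141 (6SL vs 3FL), 479 (LNT vs HMOmid), 356 (LNnT vs HMOmid), 414 (mucin vs HMOmid), 574 (2FL vs HMOmid), 560 (3FL vs HMOmid) and 446 (6SL vs HMOmid). For 2FL vs 3FL DESeq2 called 10 genes, a fit of only the libraries compared 27, the fit without both LNnT libraries 4, without both LNT libraries 0 and with the length trend removed 2, against 1 in the full fit and 171 at an unadjusted p under 0.05 (edgeR). For LNT vs LNnT only the libraries compared gave 342. Leaving out 1 library gave 125 to 331 genes for 2FL vs lactose, 88 to 192 for 3FL vs lactose, 304 to 391 for HMOlate vs HMOmid, 393 to 610 for LNT vs LNnT and 0 to 1 for 2FL vs 3FL. With an estimated correlation 0 list tests of the study-named genes and 0 of the highly transcribed genes passed, against 17 and 15 of 22 with the preset one. With fry the same lists passed in 20 and 20, but fry tests a list against no change, and not against the other genes.

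Total-count scaling and RPKM both divide by the library total, so the alternatives in this paragraph share their scaling and are not independent of each other. Genes changed sign with total-count scaling, limma on log2(RPKM + 1) and limma on log2(RPKM + 10), in this order. These were BBIF_01460 at HMOearly (-0.18, -0.18 and -0.18), BBIF_00533 and BBIF_01217 at HMOmid (-0.32, -0.32 and -0.31, and -0.090, -0.081 and -0.080) and at HMOlate (-0.46, -0.45 and -0.45, and -0.29, -0.28 and -0.28), all against lactose. BBIF_01548 at HMOlate, counted with them, lost its call and stood at no change (-0.002, 0 and 0). Against HMOmid, genes that changed sign were BBIF_00533 (0.096, 0.097 and 0.096) and BBIF_00570 (0.19, 0.19 and 0.19) with LNnT, BBIF_01217 (0.031, 0.030 and 0.030) and BBIF_01046 (0.050, 0.052 and 0.052) with 2FL, BBIF_01217 with 3FL (0.31, 0.31 and 0.30), and BBIF_01217 (0.48, 0.48 and 0.47) and BBIF_00008 (0.33, 0.33 and 0.32) with 6SL. With total-count scaling alone BBIF_01766 turned with LNnT (0.24) and BBIF_00570 with mucin (0.20), both against HMOmid.

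Over the fits without 1 library, BBIF_00025 ran from -1.03 to 5.21 (LNnT vs lactose), from -4.63 to 1.58 (LNT vs LNnT) and from -1.51 to 4.72 (LNnT vs HMOmid), and turned without LNnT replicate A. BBIF_00286 ran from -0.70 to 0.45 (LNT vs LNnT), and turned without LNnT replicate B. With the length trend removed BBIF_00570 turned to 0.11 (LNnT vs HMOmid), BBIF_00503 to 0.13 (mucin vs HMOmid) and BBIF_00008 to 0.24 (6SL vs HMOmid). Both 6SL columns as libraries gave 921 genes against lactose, beside 770 with 1.

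The letters A and B were not taken to pair the libraries: over 36 pairs of groups the deviations from the group means correlated at -0.31 to 0.405 (median 0.018). Of these, 9 pairs stood over 0.1 and 8 under -0.1. Lactose and 2FL (0.405), lactose and 3FL (0.187) and 2FL and 3FL (0.116) are among the 9 over 0.1, so a link of these 6 libraries by letter is not excluded. With the replicate block 574 of 578 values of named genes kept their side of the threshold, and their direction where called, 3 lost the call and 1 gained it. The counts were 1190 genes for HMOmid vs lactose, 347 for 2FL vs lactose, 241 for 3FL vs lactose and 1 for 2FL vs 3FL with the replicate block. The block removes only a difference between the letters common to all groups, so it cannot decide on a link of lactose, 2FL and 3FL alone.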

Other observations

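All tests of explanations in this part were chosen only after the results were seen, as were the runs of neighbouring genes. BBIF_00446 to BBIF_00451 fell together on every substrate but 2FL and 3FL: all 6 genes fell, with a median of -4.33 at HMOearly, -4.52 with LNT, -3.75 with 6SL and -3.73 with mucin, while with 2FL and 3FL they stood near lactose (medians -0.05 and -0.15). BBIF_00476 to BBIF_00479 and BBIF_00708 to BBIF_00711 did the same, with all 4 genes of each lower at HMOearly (medians -4.23 and -4.64). BBIF_00176 to BBIF_00180, which end in the ABC sugar transporter gene, rose in all 9 comparisons against lactose, 5 of 5 genes each time, with medians from 0.55 (2FL) to 3.88 (HMOearly). With total-count scaling each of these called genes kept its sign.

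BBIF_00823 to BBIF_00844 were the longest run, with 22 of 22 genes rising at HMOearly (median 1.85), HMOmid (0.87) and HMOlate (0.92). The medians were 1.44, 0.37 and 0.40 with total-count scaling, where 1 gene stood below 0 at HMOmid. Of these genes 15 fell with 2FL, 4 with 3FL and 7 with 6SL, while 8 rose and 7 fell with LNT and 6 rose and 10 fell with LNnT. From early to mid-phase 20 of these 22 fell (median -1.11), and with mucin 20 rose (median 0.50). BBIF_00407 to BBIF_00410 rose most with mucin (4 of 4, median 4.32), and also at HMOmid (4 of 4, 2.49), with LNnT (3 of 4, 1.65), with LNT (3 of 4, 1.62) and at HMOearly (3 of 4, 1.01), while mucin against HMOmid called 2 of 4. Medians of this run were 0.26 at HMOlate (1 rose, 1 fell), 0.17 with 2FL, 0.14 with 3FL and 0.31 with 6SL (1 fell). With total-count scaling its HMOlate median was -0.25, with 3 of 4 genes below 0, and 1 gene stood below 0 at HMOmid and 1 at HMOearly. BBIF_01646 to BBIF_01654 fell most with LNT (9 of 9, median -3.09), and all 9 also fell with LNnT (median -2.54), mucin (-2.06), HMOearly (-1.49), HMOmid (-1.51) and HMOlate (-1.35), as did 6 with 6SL (-0.54). BBIF_01473 to BBIF_01482 rose with LNT (10 of 10, median 1.48), LNnT (10 of 10, 1.74), HMOearly (10 of 10, 1.62), HMOmid (10 of 10, 2.04) and HMOlate (9 of 10, 2.17, with 1 below 0 under total-count scaling), and 7 of 10 rose with mucin (0.60). With 2FL 1 rose and 5 fell, with 6SL 2 rose and 5 fell, and with 3FL 1 rose and none fell.

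Genes with neighbouring locus tags changed alike. Over 1267 neighbouring pairs the correlation of log2 fold changes was lowest with LNT (0.423) and highest at HMOearly (0.57), and over 1000 shuffles of the gene order for each substrate the highest was 0.095. Joint regulation of neighbouring genes, as in operons, may explain this, a hypothesis found and tested on the same data. Operon borders were not tested, since genome positions were not used here. Shuffled orders also held runs of genes called at least 2-fold in 1 direction. Their longest had up to 7 genes at HMOearly and 8 at HMOlate (medians of the longest 3 and 4), against 22 and 8 observed. Length alone therefore does not set the shorter runs above apart from a shuffled order. At HMOearly 13 runs of at least 4 genes were observed, a number not counted in the shuffles.

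The 6SL columns agree more closely than counting error allows. Their chi-square per degree of freedom was 0.21, which argues against separate cultures, as values ran from 14.4 (HMOmid) to 85.2 (LNnT) in 8 other groups; the LNT columns also agree closely (2.12), so whether those are separate cultures is open. Column B held 67% of the counts of column A, and A was at least as high in 1892 of 1894 genes. The variance of B around that share was 1.06 times that of a random subset of A, so both columns may hold largely the same reads, although the 2 other genes forbid a strict subset. No biological explanation was tested.

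Short genes stood higher with LNT and LNnT, and less so on mucin and pooled HMO: over 24 tested genes of up to 200 bp the median against lactose was 1.73 with LNT, 1.49 with LNnT, 1.06 with mucin, 0.88 at HMOearly, 0.64 at HMOmid and 0.69 at HMOlate, but 0.002 with 2FL, -0.01 with 3FL and 0.05 with 6SL. The correlation with length over all tested genes was -0.204 (LNT), -0.146 (LNnT), -0.091 (mucin), -0.023 (HMOearly) and 0.13 (2FL), and for replicate A minus B it ran from -0.164 (3FL) to 0.157 (HMOmid), so a value like that of LNnT also arises between replicates. Recovery of short transcripts that varies from library to library could explain part of it: replicate medians over these genes differed by at most 0.327, but over 6 tested genes of 70 to 95 bp the LNnT replicates differed by 1.99, where the effect was 2.93. Recovery of short transcripts that differed between LNT and lactose cultures could still explain it: 18 rose but 2 fell, which leaves it open, together with a response of the genes themselves. Over 57 genes of 70 to 95 bp the share of the counts was 0.472 and 0.468% in the LNT libraries, 0.633 and 0.252% in the LNnT libraries and 0.074 and 0.071% in the lactose libraries.

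With total-count scaling the median gene stood lower on pooled HMO than on lactose, by -0.39, -0.48 and -0.47 at the 3 times. A few abundant genes taking more of the counts could explain at least part of it. Leaving the 10 most abundant out of the totals removed 14.2, 24.9 and 25.4% of the shift, and leaving out 50 removed 42.6, 61.8 and 63.2%. The genes left out were ranked by mean count over all libraries, and larger sets were not tried. How much of the shift abundant genes explain is therefore not settled. Leaving out RNase P RNA alone enlarged the shift (-17.9, -13.1 and -12.1% removed), as its own share was lower on pooled HMO. Those 50 genes held 36.4% of the counts in lactose replicate A and 48% in HMOmid replicate A. What remains cannot be told apart from a lower level of most transcripts per read, since no spike-in was used here.

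The number of genes changed on 2FL was 364. That is higher than the number quoted from the study above. Over the alternative settings that kept all libraries of the comparison, without a 2-fold minimum, the count on 2FL ran from 297 to 430. On 3FL it was 242. This too is higher than the quoted number, and over the same settings the count on 3FL ran from 177 to 333. The lower counts given above for fits without a library rest on a single library in a group. They were not set beside the study's numbers. On 6SL 770 genes changed (921 with both columns). Both are lower than the number quoted for the other substrates. The study applied DESeq to the raw counts, whereas the main counts here come from edgeR with the 6SL columns merged. DESeq itself was not run here, so these differences in number cannot be told apart from differences in method.

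Both picked genes under the count limit were measured without the filter. Against lactose, the lipoprotein gene BBIF_01591 (mean count 115) fell late on pooled HMO (-2.46 ± 0.30, adjusted p = 1.45e-06, edgeR, Benjamini-Hochberg), on 17 and 16 counts. It also fell at HMOmid (-1.45 ± 0.28), HMOearly (-0.64 ± 0.24) and with mucin (-0.71 ± 0.23). The dehydrogenase gene BBIF_01220 (mean count 135) fell with mucin (-0.95 ± 0.18, adjusted p = 0.000224, edgeR), at HMOmid (-0.77 ± 0.20) and at HMOlate (-0.62 ± 0.19). Neither gene was called on the other substrates, nor BBIF_01220 at HMOearly. The gene called lacto-N-biose phosphorylase (BBIF_01217) has a length of only 333 bp in these tables, so whether its values are those of the whole gene is open.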
